A study of Saccharomyces cerevisiae with 46 samples.

How the data were processed

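Budding yeast of strain BY4741 was grown for 4 h at 30 °C and 200 rpm in medium without uracil to an OD600 of 0.7, per the labels' protocols. Total RNA went into QuantSeq REV libraries, which read transcripts from their 3′ ends, per the labels' protocols. Aligner, counting program, their versions and the genome build are not stated in the labels. The series lists 46 samples. Count columns existed for 34 of them, in 16 plasmid groups, and these were analysed. The other 12 samples carry later terminator and promoter swaps and were not analysed here.

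The first table held read counts deposited without normalization for 5698 features, of which 2 lie on the plasmid (mCherry and URA3). For POT1-ccdB, the plasmid without a reporter, mCherry holds no value and the URA3 count is 0, so neither was used there. Another table held deposited counts of mCherry 3′ ends at each of 200 positions after the stop codon, and a further table held the same for PGK1, RPS3, TSA1 and URA3. Per the file headers, the POT1-ccdB samples were left out of the mCherry table because their plasmid has no construct. The transcript annotation was deposited with first and last base of each transcript and no stated build. All 4672 of its 4818 transcripts that could be matched to a RefSeq gene contain the R64 ORF of that gene, so R64 was used for gene positions and for sequence after stop codons. Of the 5698 features, 5550 matched a RefSeq locus tag. In the gene count table, reads counted for mCherry that ended outside the 200 positions are called counts outside the 200 nt below.

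Library totals ran from 1013603 to 3849179 counts with a median of 1756579.5. The mCherry count ran from 2484 to 43313 per library, and the count of mCherry 3′ ends from 2350 to 41650. Reads carry no molecular identifiers in these tables, so standard deviations between libraries, not counting error, were used as errors.

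Counts were fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by quasi-likelihood, with TMM scaling, the filterByExpr filter and 1 coefficient per plasmid group over all 34 libraries. After the filter, 5142 host features were tested. Standard errors come from the log2 fold change and its F statistic. CPM values are counts scaled to the TMM-adjusted library total. For mCherry, 12 terminator contrasts, 5 promoter contrasts and 8 differences of terminator effects between contexts were tested. Each family was adjusted by Benjamini-Hochberg over the list alone, and beside it the count adjusted over all genes is given. An mCherry change is called past the threshold where its p adjusted over the list alone is under 0.05. Host genes were adjusted over all genes of a comparison. The tests, samples, filters, named genes and alternatives were fixed before the data were examined.

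In each host comparison, the native genes RPS3, TSA1 and PGK1 and the plasmid marker URA3 may be named, together with at most 3 genes that rose and 3 that fell. Those are the genes with the largest change at an adjusted p under 0.05 for which every sample of the first group lay on the same side of the mean of the second group.

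Positions of 3′ ends were turned into percent of the ends within 200 nt in each library. The distance between 2 libraries is the total variation distance in percent, where 0 means the same profile. Within each context, the mean distance between replicates was compared by a 1-sided exact permutation test with all regroupings of the libraries with modified terminators. For the control genes (native RPS3, TSA1 and PGK1 and plasmid URA3) over all groups, 100000 regroupings were drawn. Promoters were compared by swapping libraries between the 2 contexts that share tRPS3, within each terminator, in an exact enumeration of 1215 splits. The error expected from counting alone came from 200 simulated draws. The exact test of the ratio of mCherry to URA3 across the 5 terminators was added after the values had been seen.

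The fitting code was tested on simulated data with 200 genes changed by 1 on the log2 scale. It recovered 98.5% of them among 5115 genes for 10 against 12 libraries, with 21 false calls (9.63% of the calls). For 6 against 8 libraries it recovered 93.5% among 5113 genes with 9 false calls (4.59%). For 2 against 4 libraries it recovered 69.8% of 199 changed genes among 5114, with 4 false calls (2.80%). Each gene was drawn on its own, while in the real data a single component held 39.0% of the variance within groups. These rates therefore need not hold for the real libraries.

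Alternatives were DESeq2 1.42.0 with its own size factors, library totals without TMM, no filter beyond 1 count, at least 10 counts in every sample, only the compared groups in the fit, the replicate number as a block, URA3 counts as the size factor, each library left out in turn, and replicates 1 and 2 alone of the group of 4. For 3′-end profiles they were sites merged within 10 nt, at least 200 reads in place of 50, positions with at least 5% of the ends, and the difference of mean positions. A covariate taken from the first principal component of the residuals within groups (3537 genes with a mean count of at least 50) was added after the data had been seen. It is centred within groups, so it changes the error of a comparison between groups and hardly its size. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 were used for the rest.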

Results

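Yeast cells carrying an mCherry reporter on a low copy plasmid were profiled by 3′-end sequencing to ask how inserts in the terminator, the promoter and the terminator itself change the amount of transcript and the place where it ends. The plasmid also carries URA3, which lets cells grow without uracil. Reporters fall into 3 contexts, named by promoter and terminator: pRPS3-tRPS3 (12 libraries), pPGK1-tRPS3 (10 libraries) and pTSA1-tTSA1 (10 libraries). Each context has 5 terminators. One is unmodified, and the others carry inserts of 9 bp at 3 sites. In modNNN all inserts are random sequence. In modNTN the middle insert is motif T (TGTACAATA). In modNAA the last 2 inserts carry motif A (ATATTC), and in modHTH motif H (TTTCATTTC) flanks motif T. Each construct had 2 libraries except pRPS3-tRPS3 with modNNN, which had 4. POT1-ccdB, a plasmid without a reporter, had 2 libraries.

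Total counts per library ran from 1013603 to 2129339 in pRPS3-tRPS3, from 1387659 to 2734801 in pPGK1-tRPS3 and from 1276603 to 3849179 in pTSA1-tTSA1. The POT1-ccdB libraries had 3667925 and 1892144 counts. No reporter library had fewer than 2484 mCherry counts. The pooled SD between replicates of mCherry was 0.34 on the log2 scale (17 degrees of freedom), and that of plasmid URA3 was 0.35, while that of their ratio was 0.10.

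With the RPS3 promoter and terminator, mCherry reached 7148 ± 140.4 CPM (SD, n = 2) without inserts and 3795 ± 972 CPM (SD, n = 4) with modNNN. It stood at 4533 ± 214 CPM (SD, n = 2) with modNTN, at 1435 ± 76.8 CPM (SD, n = 2) with modNAA and at 1491 ± 67.3 CPM (SD, n = 2) with modHTH. Against modNNN, the random-insert control, edgeR gave a log2 fold change of 0.91 (SE 0.25) for the unmodified terminator, with a p of 0.00328 adjusted over the list alone. For modNAA it gave −1.40 (SE 0.28, adjusted p 0.000169) and for modHTH −1.35 (SE 0.27, adjusted p 0.000182). The change with modNTN was 0.26 (SE 0.25, adjusted p 0.430). Among the alternatives, URA3 counts as the size factor moved the unmodified contrast most, to 0.22, which did not pass the threshold.

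With the PGK1 promoter in front of the same terminators, mCherry reached 10927 ± 6356 CPM (SD, n = 2) without inserts, 6693 ± 1543 CPM (SD, n = 2) with modNNN and 10549 ± 3501 CPM (SD, n = 2) with modNTN. It reached 6291 ± 655 CPM (SD, n = 2) with modNAA and 8113 ± 712 CPM (SD, n = 2) with modHTH. None of the 4 contrasts against modNNN passed the threshold over the list alone in edgeR. The unmodified contrast was 0.71 (SE 0.30, adjusted p 0.0510), and modNTN gave 0.66 (SE 0.30, adjusted p 0.0610). Both passed with DESeq2, at 0.70 and 0.66. In this fit of TMM-scaled counts the unmodified contrast rested on 1 library, and without replicate 1 of the unmodified construct it was −0.0437. Without replicate 1 of modNTN, the modNTN contrast was 0.27. Changes with modNAA (−0.09, SE 0.30) and modHTH (0.28, SE 0.30) lay within 1 SE of 0. The modNAA change was 0.0727 with library totals, 0.16 without replicate 1 of modNNN and 0.0114 without replicate 1 of modNAA.

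In pTSA1-tTSA1, mCherry reached 2505 ± 256 CPM (SD, n = 2) without inserts and 3914 ± 230.3 CPM (SD, n = 2) with modNNN. The other means were 1851 ± 13.4 CPM (SD, n = 2) for modNTN, 4134 ± 1677 CPM (SD, n = 2) for modNAA and 1329 ± 13.6 CPM (SD, n = 2) for modHTH. Against modNNN, edgeR gave −1.08 (SE 0.30, adjusted p 0.00328) for modNTN and −1.56 (SE 0.30, adjusted p 0.000169) for modHTH. The unmodified contrast, −0.64 (SE 0.30, adjusted p 0.0610), did not pass with TMM and did with library totals (−0.73). In the same libraries native TSA1, whose terminator the unmodified reporter shares, was lower too, by −0.64 (SE 0.12). Adjusted over all genes, this fall did not pass in edgeR with TMM (p 0.122) and did with library totals (−0.72, p 0.0433). The change with modNAA was 0.08 (SE 0.30), ran from −0.42 without replicate 2 of modNAA to 0.44 without replicate 1, and was −0.70 with URA3 as the size factor. Over the 3 contexts, 5 of 12 contrasts passed when adjusted over the list alone and 1 when adjusted over all genes, and 8 had an unadjusted p under 0.05.

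**Figure D1:**
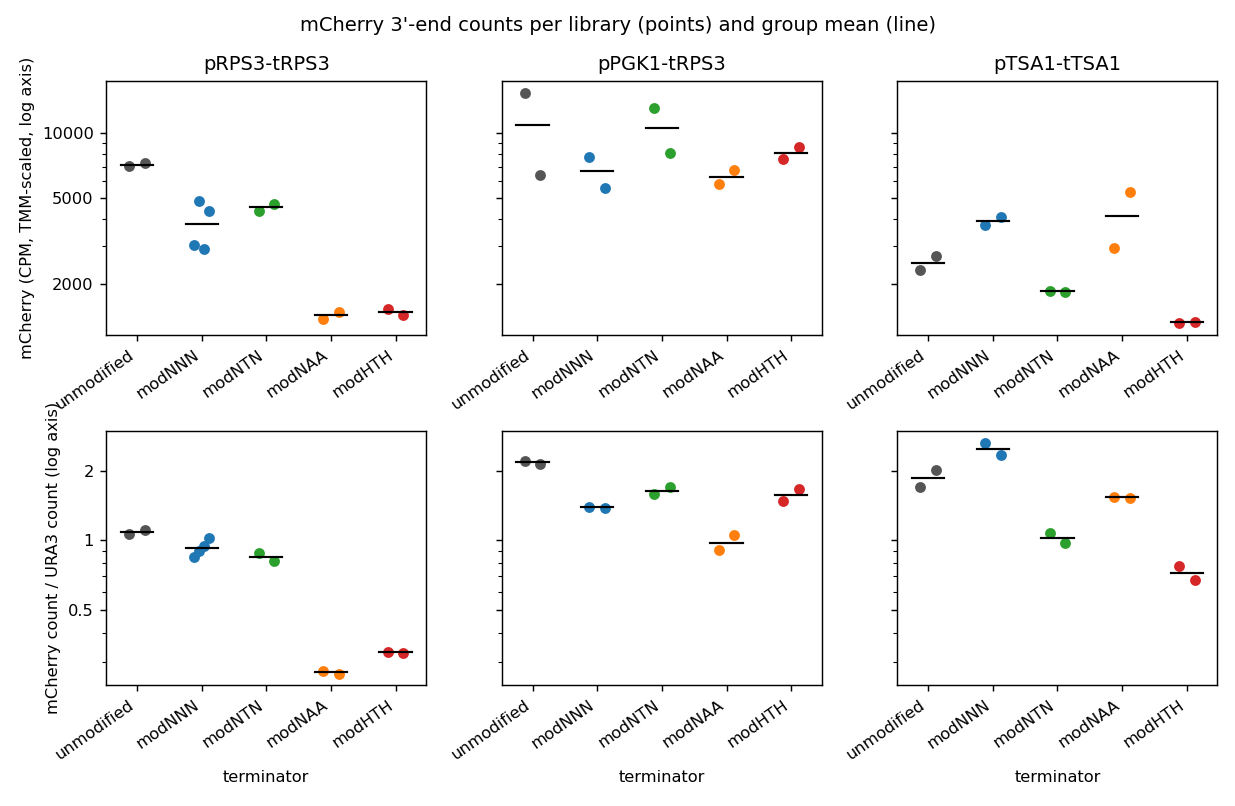
mCherry per library as TMM-scaled CPM (top, log axis) and as count relative to URA3 (bottom, log axis), by terminator and context; points are libraries and lines are group means. The pooled SD of replicates on the log2 scale was 0.10 for the ratio and 0.34 for CPM, and the ratio had the smaller SD in 8 of 15 constructs.

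Relative to URA3, the mCherry count was 1.09 ± 0.0289 (SD, n = 2) without inserts and 0.932 ± 0.0757 (SD, n = 4) with modNNN in pRPS3-tRPS3. There the ratio was 0.850 ± 0.0497 (SD, n = 2) with modNTN, 0.270 ± 0.00416 (SD, n = 2) with modNAA and 0.329 ± 0.00287 (SD, n = 2) with modHTH. For pPGK1-tRPS3 it was 2.18 ± 0.0446 without inserts, 1.39 ± 0.00680 with modNNN and 1.64 ± 0.0746 with modNTN (SD, n = 2 each). It was 0.979 ± 0.104 with modNAA and 1.57 ± 0.135 with modHTH there (SD, n = 2 each). For pTSA1-tTSA1 it was 1.86 ± 0.226, 2.49 ± 0.202, 1.02 ± 0.0718, 1.53 ± 0.0182 and 0.724 ± 0.0711 in the same order (SD, n = 2 each). An exact permutation test of the ratio across the 5 terminators, chosen after the values were seen, gave p 0.000173 in pRPS3-tRPS3 (F 266), p 0.00212 in pPGK1-tRPS3 (F 39.5) and p 0.00106 in pTSA1-tTSA1 (F 65.8). The last is the smallest p the 945 regroupings allow. With TMM CPM in place of the ratio, the exact p in pPGK1-tRPS3 was 0.471 (F 0.901). Within pPGK1-tRPS3, the log2 ratio changed against modNNN by −0.51 with modNAA, 0.65 without inserts, 0.24 with modNTN and 0.17 with modHTH (SE 0.10 each). The unmodified libraries (2.21 and 2.14) both lay above the modNNN libraries (1.40 and 1.39) in this ratio. URA3 itself stood at 6425 ± 16.5 CPM with modNAA there, against 4808 ± 1085 CPM with modNNN (SD, n = 2 each). In pTSA1-tTSA1 it stood at 2703 ± 1126 CPM with modNAA and 1582 ± 221 CPM with modNNN (SD, n = 2 each). In both contexts the lower ratio with modNAA may therefore come from URA3 as well as from mCherry.

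**Figure D2:**
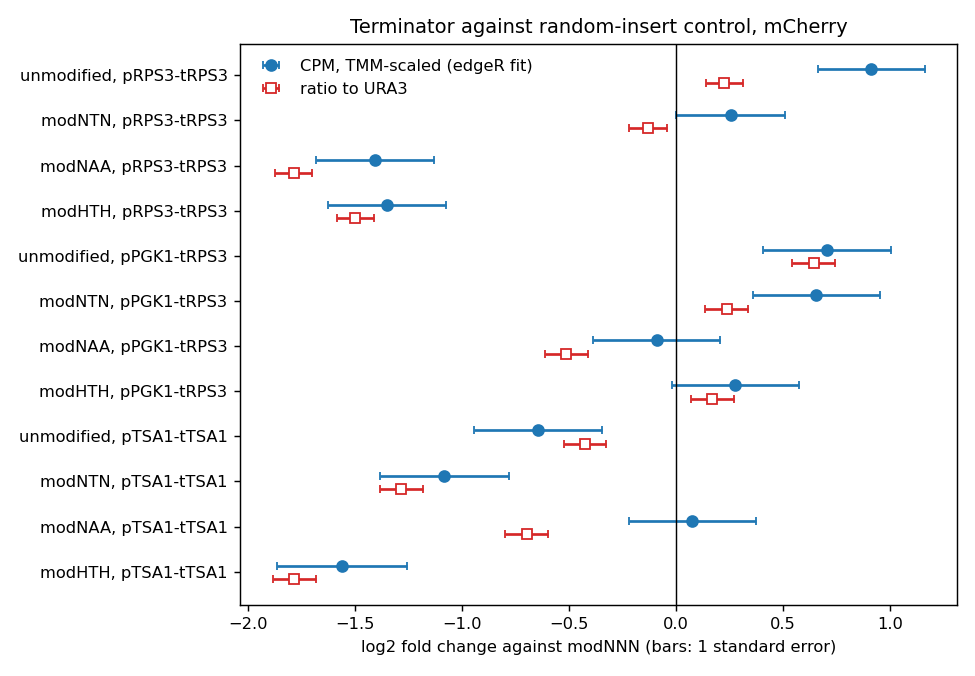
Log2 fold change of mCherry against modNNN (x axis) for each terminator and context; filled circles come from the edgeR fit of TMM-scaled counts, open squares from the ratio to URA3, and bars are 1 standard error. With modNAA in pTSA1-tTSA1 the fit gave 0.08 and the ratio −0.70.

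The promoter comparison asked whether the same tRPS3 terminator gives more transcript behind the PGK1 promoter than behind the RPS3 promoter. In edgeR the log2 fold change was 0.61 (SE 0.30, adjusted p 0.0501) without inserts, 0.82 (SE 0.25, adjusted p 0.00392) with modNNN and 1.22 (SE 0.30, adjusted p 0.000713) with modNTN. It was 2.13 (SE 0.31, adjusted p 7.53e-07) with modNAA and 2.44 (SE 0.31, adjusted p 1.67e-07) with modHTH. Of the 5 contrasts, 4 passed when adjusted over the list alone and 4 over all genes. Leaving out replicate 1 of the unmodified pPGK1-tRPS3 construct moved this family most and gave −0.15 for the unmodified contrast. With URA3 as the size factor, the unmodified contrast rose to 1.00 and passed, while modNNN fell to 0.58 and no longer did. With modNTN it was 0.83 without replicate 1 of modNTN behind the PGK1 promoter.

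Whether a terminator's effect depends on its context was tested as a difference of log2 fold changes against modNNN, with pRPS3-tRPS3 as the reference. For pPGK1-tRPS3 the difference was 1.31 (SE 0.40, adjusted p 0.00462) with modNAA and 1.63 (SE 0.40, adjusted p 0.00206) with modHTH in edgeR. It was −0.21 (SE 0.39) for the unmodified terminator and 0.40 (SE 0.39) for modNTN. For pTSA1-tTSA1 the difference was −1.56 (SE 0.39, adjusted p 0.00206) for the unmodified terminator, −1.34 (SE 0.39, adjusted p 0.00430) for modNTN and 1.48 (SE 0.40, adjusted p 0.00275) for modNAA. With modHTH it was −0.21 (SE 0.39). Of the 8 differences, 5 passed when adjusted over the list alone, 0 when adjusted over all genes, and 5 had an unadjusted p under 0.05. The largest single move was that of the unmodified difference in pTSA1-tTSA1 to −0.64 with URA3 as the size factor, which left 1 difference past the threshold, modHTH in pPGK1-tRPS3. Under it the unmodified difference in pPGK1-tRPS3 was 0.42. Without 1 replicate of the unmodified pPGK1-tRPS3 construct, that difference was −0.96 (replicate 1) or 0.29 (replicate 2), and it was 0.0451 without replicate 1 of modNNN there. The modNTN difference was 0.0141 without replicate 1 of modNTN in that context.

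Transcripts of the unmodified tRPS3 reporter ended most often 63 nt after the stop codon, with 24.0% ± 0.466 (SD, n = 2) of ends in pRPS3-tRPS3, followed by positions 59 and 49. Native RPS3 (chromosome XIV, ORF 302680 to 303402, R64) used positions 63 (19.1% ± 2.79) and 59 (19.1% ± 1.37) alike in the same libraries (SD, n = 2). The distance between the profile of an unmodified reporter and that of the native gene with the same terminator was 5.72% to 10.6% over the 6 libraries. With inserts the ends of the tRPS3 reporter gathered at position 57 and at positions 75 to 76. These positions are not corrected for the 27 inserted bases. Without inserts, positions 48 and 49 held 8.13% and 16.9% of ends in pRPS3-tRPS3. If all inserts lie before them, the same bases stand at positions 75 and 76 with inserts. Positions with and without inserts therefore do not show whether new sites were used in tRPS3. In pRPS3-tRPS3, position 57 held 32.0% ± 2.22 (SD, n = 4) of ends with modNNN and 8.15% ± 0.184 (SD, n = 2) with modNTN. It held 17.6% ± 0.479 (SD, n = 2) with modNAA and 11.6% ± 0.0844 (SD, n = 2) with modHTH. Positions 75 to 76 held 33.9% ± 1.68 (SD, n = 4), 61.3% ± 0.201 (SD, n = 2), 34.1% ± 0.539 (SD, n = 2) and 60.5% ± 2.08 (SD, n = 2) in the same order. With modNAA a further 20.1% ± 0.322 (SD, n = 2) of ends fell at positions 80 to 81, against 4.82% ± 0.383 (SD, n = 4) with modNNN.

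Behind the PGK1 promoter the same positions were used. Position 57 held 34.3% ± 1.94 of ends with modNNN, 10.5% ± 0.922 with modNTN, 12.5% ± 0.0360 with modNAA and 10.1% ± 0.326 with modHTH (SD, n = 2 each). The mean distance between libraries of different modified terminators was 37.8% in pRPS3-tRPS3 against 6.19% between replicates (exact permutation p 0.000317, the smallest of 3150 regroupings). In pPGK1-tRPS3 it was 36.6% against 4.39% (exact permutation p 0.00952, the smallest of 105 regroupings). Counting error alone would give 4.33% and 2.23% between replicates. All alternatives left these tests past the threshold.

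The tTSA1 reporter without inserts ended most often at position 106, with 40.0% ± 2.62 (SD, n = 2) of ends, as native TSA1 did (chromosome XIII, ORF 220138 to 220728, R64). With inserts the most used position was 133, with 40.7% ± 0.0357 (SD, n = 2) for modNNN, 34.9% ± 0.972 (SD, n = 2) for modNTN, 36.5% ± 0.550 (SD, n = 2) for modNAA and 31.8% ± 0.293 (SD, n = 2) for modHTH. In all 8 libraries a shift of 27 nt, the total length of the inserts, brought the profile closest to the unmodified one. The distance was then 7.28% to 14.3%, against 93.6% to 96.8% without a shift. Different modified tTSA1 terminators lay 10.7% apart against 4.73% between replicates (exact permutation p 0.00952, the smallest of 105 regroupings), and counting error alone would give 4.81% between replicates.

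**Figure D3:**
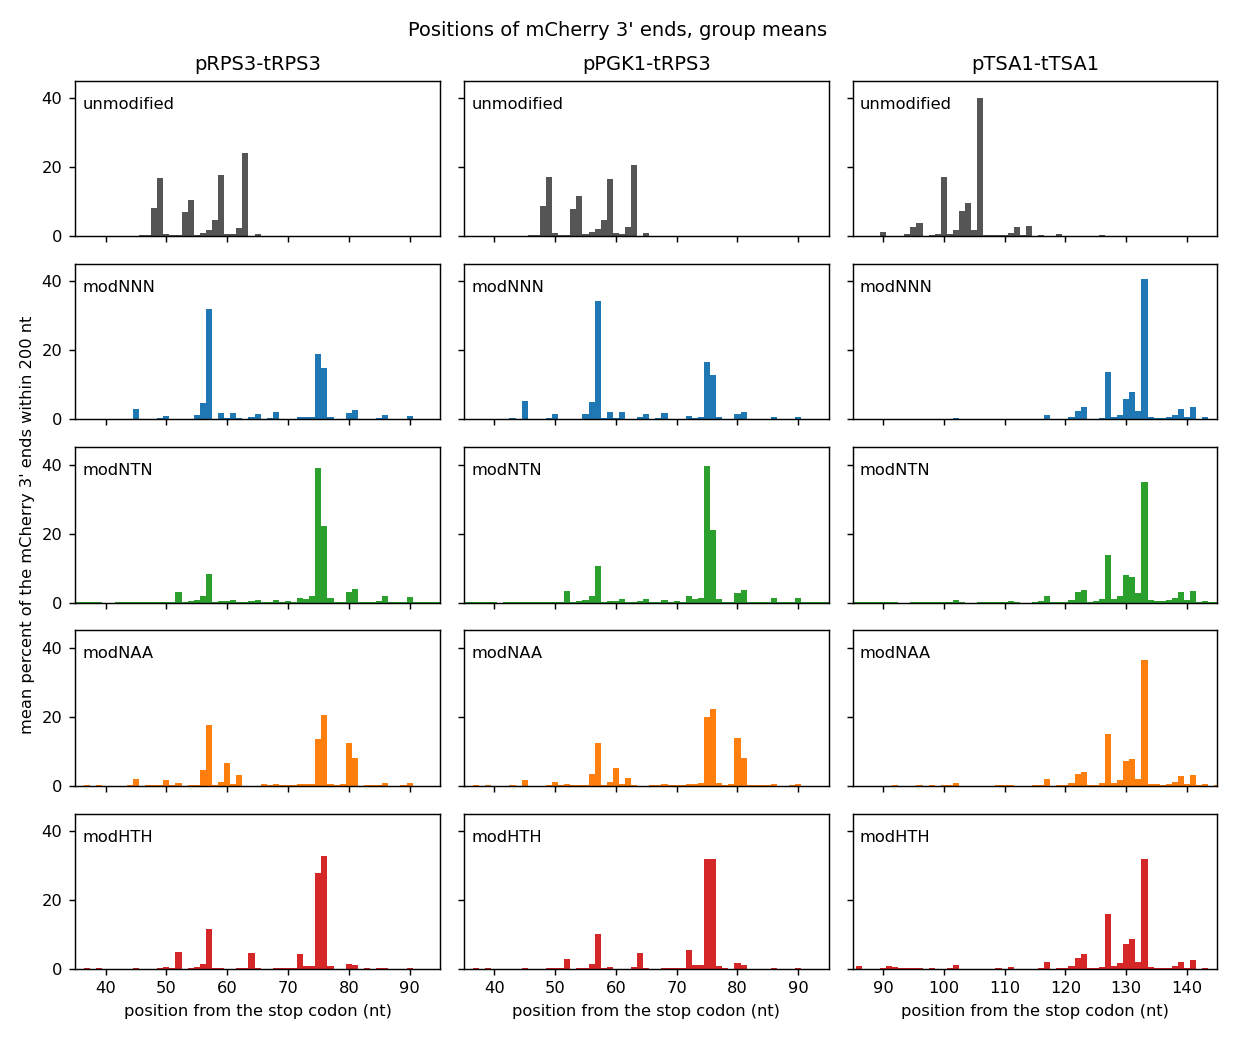
Mean percent of the mCherry 3′ ends within 200 nt (y axis) at each position from the stop codon (x axis), by terminator and context; bars are group means. Among the modified terminators, ends of the tRPS3 reporter varied between position 57 and positions 75 to 76. The most used position of the tTSA1 reporter was 106 without inserts and 133 with them. Positions are not corrected for the inserted bases.

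Native RPS3, TSA1 and PGK1 and plasmid URA3 served as control genes for these profiles. Within contexts, none of 12 tests across the modified terminators passed after adjustment. Of these, 1 had an unadjusted p under 0.05 (TSA1 in pTSA1-tTSA1, exact permutation p 0.0476, adjusted p 0.448). In pPGK1-tRPS3 and pTSA1-tTSA1 the smallest possible p was 0.00952, so no single test there could pass alone after adjustment. The ratio of distance between groups to distance within groups ran from 0.923 to 1.24 in the 12 tests, against 6.11, 8.33 and 2.27 for the reporter. Over all groups the ratio was 1.40 for URA3 (permutation p 5e-05, adjusted p 0.0002), 1.196 for RPS3 (permutation p 0.0013, adjusted p 0.0026) and 1.15 for TSA1 (permutation p 0.00337, adjusted p 0.00449). PGK1 stood at 1.10 (permutation p 0.1). The TSA1 ratio fell to 0.926 when sites were merged within 10 nt. Swapping promoters in front of tRPS3 gave a mean reporter distance of 8.11% against 6.86% over all splits (exact permutation p 0.000823, the smallest of 1215 splits, adjusted p 0.00412). Of the 3 native genes in that test TSA1 differed as well, as did plasmid URA3 (both with an adjusted p of 0.0288 in the exact permutation test), so the promoters were not told apart from other differences between the libraries.

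Host genes were compared between plasmids. Each plasmid came with its own libraries, and the labels state no day of growth or preparation. Differences between contexts, or to POT1-ccdB, can therefore not be assigned to the plasmid. Against POT1-ccdB, the reporter plasmids together had 615 of 5142 tested genes at an adjusted p under 0.05 in edgeR, 247 higher and 368 lower. The covariate from the residual component moved this count most, to 1007. By the naming rule the genes that rose were ADH4 (log2 2.15, SE 0.30, adjusted p 1.52e-05), RSR1 (1.41) and NAN1 (1.31), the last 2 with at most 13 counts in either POT1-ccdB library. Those that fell were CYC7 (−1.76), HXT4 (−1.75) and PIR3 (−1.65).

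Between contexts, pTSA1-tTSA1 differed from pRPS3-tRPS3 in 2465 genes, 1243 higher and 1222 lower. ZPS1 (4.00, SE 0.22), YNL162W-A (2.26, with at most 32 counts in any of these libraries) and JJJ3 (2.04, with at most 11 counts per pRPS3-tRPS3 library) rose. ZPS1 varied widely within pRPS3-tRPS3, at 202 ± 210 CPM (SD, n = 12) with 13 to 789 counts per library. RTC2 (−4.08, SE 0.19), EGO4 (−3.83) and HXT6 (−3.80) fell. HXT6 shares most of its sequence with HXT7, so its counts are uncertain, and HXT7 itself changed by −2.44. Native TSA1 rose by 0.35 (SE 0.05, adjusted p 4.84e-06) and RPS3 rose by 0.28 (SE 0.08, adjusted p 0.00307). Plasmid URA3 fell by 1.496 (SE 0.13, adjusted p 7.28e-10), and all 10 libraries lay below the pRPS3-tRPS3 mean.

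The pPGK1-tRPS3 context differed from pRPS3-tRPS3 in 1969 genes, 908 higher and 1061 lower. With library totals the median of all genes shifted by 0.18, and 77.5% of the genes past the threshold were higher, against 46.1% with TMM. Here ZPS1 (3.85, against the same widely varying pRPS3-tRPS3 libraries), VEL1 (2.22, with at most 38 counts per pRPS3-tRPS3 library) and ADH4 (2.12) rose. YAH1 (−2.72, with at most 6 counts per pPGK1-tRPS3 library), YBR191W-A (−2.27) and RPL25 (−2.23) fell. Native PGK1 (chromosome III, ORF 137746 to 138996, R64) fell by 2.14 (SE 0.42, adjusted p 0.000269), and all 10 libraries lay below the pRPS3-tRPS3 mean. Its pooled SD between replicates was, however, 1.17 on the log2 scale. The slope of RPL25 on the residual component of the replicates was 0.978 of that of PGK1. RPS3 changed by −0.42 (SE 0.08, adjusted p 0.000117), TSA1 by −0.29 (SE 0.05, adjusted p 0.000152) and URA3 by 0.12 (SE 0.13, adjusted p 0.514).

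Between terminators over the 3 contexts, few host genes differed from modNNN. With modNTN 1 gene passed and 284 had an unadjusted p under 0.05. That gene, ZPS1 (−1.65, SE 0.26, adjusted p 0.00455), falls outside the naming rule and was chosen after its values were seen, and no gene passed without replicate 2 of modNTN in either pRPS3-tRPS3 or pPGK1-tRPS3. With modNAA 0 genes passed and 335 had an unadjusted p under 0.05, and 142 passed without replicate 1 of modNAA in pPGK1-tRPS3. With modHTH 25 genes passed, 15 higher and 10 lower. PTR2 (0.71, SE 0.12, adjusted p 0.00394), BAT2 (0.43) and BTN2 (0.42) rose, and OAZ1 (−0.55), YLR297W (−0.41) and STP4 (−0.34) fell. This count was unstable and ran from 4 to 107 when single libraries were left out, with 107 without replicate 1 of modNNN in pPGK1-tRPS3 and 45 without replicate 4 of modNNN in pRPS3-tRPS3. Native RPS3, TSA1 and PGK1 did not pass in any of these 3 comparisons. Plasmid URA3 did not pass either. It changed by 0.34 (SE 0.16) with modNTN, 0.52 (SE 0.16) with modNAA and 0.16 (SE 0.16) with modHTH. With modNAA its edgeR p was 0.00384 unadjusted and 0.656 adjusted.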

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

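The tests in this part were chosen after the results had been seen, and each explanation was found on the same data it was tested on. Single libraries were checked for extreme values only in the group of 4, where 0 of 9 measures lay beyond the critical value of Dixon's test; this check makes no other statement about the pairs.

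In 5 of 8 tests, a terminator's effect on mCherry differed between contexts, by 1.31 (modNAA in pPGK1-tRPS3), 1.63 (modHTH in pPGK1-tRPS3), −1.56 (unmodified in pTSA1-tTSA1), −1.34 (modNTN in pTSA1-tTSA1) and 1.48 (modNAA in pTSA1-tTSA1), each relative to pRPS3-tRPS3. One technical explanation is the amount of plasmid per library, which would vanish from the ratio of mCherry to URA3. In that ratio the differences were 1.27, 1.67, −0.65, −1.15 and 1.09 (SE 0.13 each, from the spread of the ratio). Plasmid amount therefore does not account for the whole of any of the 5. The remaining differences also lay beyond 2 SE of 0 in the ratio. In pPGK1-tRPS3 they were 0.42 (unmodified, −0.21 in the fit) and 0.37 (modNTN), and in pTSA1-tTSA1 −0.29 (modHTH, SE 0.13 each). The ratio thus does not single out the 5. URA3 as the size factor in edgeR gave similar sizes but left only modHTH in pPGK1-tRPS3 past the threshold. Another is a loss of AT-rich 3′ ends that differs between libraries, described under the other observations, since over the 3 contexts the changes of host genes with modNAA followed their slopes on the residual component (rho −0.548). Each library was given a score of this loss from all genes in the component. Between replicates the ratio to URA3 hardly followed that score, with a slope of −0.0522 (SE 0.102). Once the score was taken out with this slope, the differences were 1.24, 1.66, −0.63, −1.14 and 1.09 (SE 0.13 to 0.15). With a slope for each terminator sequence they were 0.83 (SE 0.27), 1.72 (SE 0.28), −0.93 (SE 0.36), −0.68 (SE 0.32) and 1.37 (SE 0.21). This loss therefore does not account for the whole of any of the 5 if constructs with the same terminator sequence respond alike, a condition set after separate slopes for each construct had been seen. With those, which rest on 2 libraries in most constructs, 2 of the 5 stayed beyond 2 SE. A loss fixed by the sequence of the 3′ end would be the same in both contexts with tRPS3, but it stays open for pTSA1-tTSA1. Contexts differ in promoter and, for pTSA1-tTSA1, in terminator, and a dependence of the inserts on either remains open as a biological explanation. Libraries of a context may also share a day of growth or preparation, which the labels do not state.

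For the unmodified terminator in pTSA1-tTSA1 a further candidate explanation is that reads from the reporter and from native TSA1 are identical in the terminator and were lost or misassigned. Such a loss fits the counts outside the 200 nt. In the unmodified libraries these were 1.53% ± 0.214 (SD, n = 2) of mCherry counts, against 7.36% ± 0.381 (SD, n = 6) with modNNN, modNTN and modNAA, and 1.27% ± 0.117 (SD, n = 2) of native TSA1 counts, against means of 7.06% to 8.94% in the 15 other groups. They are a small part of the difference. Between the unmodified and modNNN libraries of this context, the ratio of mCherry to URA3 changed by −0.42 (SE 0.10) with all counts and by −0.33 (SE 0.10) with the ends inside the 200 nt alone. Native TSA1 fell by 0.64 (SE 0.12, edgeR p 0.122 adjusted over all genes) between the same libraries. A loss in counting may reach the ends inside as well, but these values do not separate it there from an effect of the terminator. The rest of the difference between contexts is the rise of 0.23 (SE 0.09) in pRPS3-tRPS3, which reads shared with native TSA1 leave untouched. Whether reads shared with native RPS3 affected that rise was not tested.

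In pTSA1-tTSA1 with modHTH, 18.3% ± 0.347 (SD, n = 2) of mCherry counts ended outside the 200 nt for which positions are given, against 7.36% ± 0.381 (SD, n = 6) in the other libraries with modified tTSA1. This signal lies in reads that the profile comparisons do not use. A trait of these libraries would raise the share in native genes too, but native TSA1 had 8.63% ± 0.284 (SD, n = 2) of its counts outside, and in the other libraries with modified tTSA1 it had 7.51% to 8.31%. In the tRPS3 contexts modHTH had 4.22% and 3.82% outside, so the rise was not seen there. The table does not say whether these reads end upstream or downstream of the 200 nt, and ends farther downstream or inside the reporter remain open, as does an effect of the inserts.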

How the results depend on the processing

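The covariate from the residual component and the exact test of the ratio to URA3 were chosen after the data had been seen, and the other alternatives before. At least 10 counts in every sample, and replicates 1 and 2 alone of the group of 4, left every result that could be computed on its side of the threshold and counts within 1.5 times. Replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated from −0.55 to 0.74 over 120 pairs of groups (median 0.03), with 53 over 0.1 and 31 under −0.1. With the replicate block no mCherry call adjusted over the list alone changed, and the count against POT1-ccdB was 708 and that for modHTH was 21.

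Several mCherry contrasts lay near the threshold and passed under some alternatives. The unmodified contrast in pPGK1-tRPS3 passed at 0.76 with library totals, 0.71 with no filter beyond 1 count, 0.70 with DESeq2 and 0.71 with the residual component. There modNTN passed at 0.65 with library totals, 0.66 with DESeq2 and 0.66 with the residual component. The unmodified contrast in pTSA1-tTSA1 passed at −0.73 with library totals, −0.65 with DESeq2, −0.64 with only the compared groups in the fit and −0.65 with the residual component. The promoter contrast without inserts passed at 0.75 with library totals, 0.62 with no filter, 0.62 with DESeq2, 0.61 with the residual component and 1.00 with URA3 as the size factor. The modNAA contrast in pPGK1-tRPS3 reversed to 0.0727 with library totals. Counts of mCherry results passing when adjusted over all genes moved too. For terminator contrasts they were 4 with DESeq2 or the residual component and 3 with only the compared groups, against 1. For promoter contrasts they were 2 with URA3 as the size factor or only the compared groups and 3 with the replicate block, against 4. For differences between contexts they were 1 with DESeq2 and 4 with the residual component, against 0. Apart from the scaling named, the cause was not tested.

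URA3 as the size factor changed most. The unmodified contrast in pRPS3-tRPS3 fell short at 0.22, and the promoter contrast with modNNN at 0.58. The modNTN contrast in pRPS3-tRPS3 reversed to −0.13, modNAA in pTSA1-tTSA1 to −0.70, and the unmodified difference in pPGK1-tRPS3 to 0.42. Differences between contexts fell short for modNAA in pPGK1-tRPS3 (1.28) and, in pTSA1-tTSA1, for the unmodified terminator (−0.64), modNTN (−1.15) and modNAA (1.09). The exact test of the ratio to URA3 in pPGK1-tRPS3 lost its call with TMM CPM (F 0.901). The cause was not tested.

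Counts of host genes moved as follows. For modHTH there were 12 with library totals, 48 with DESeq2, 8 with only the compared groups and 119 with the residual component, against 25. With the residual component there were 1007 against POT1-ccdB, 2 for modNTN and 47 for modNAA. With library totals 77.5% of genes past the threshold in pPGK1-tRPS3 were higher, against 46.1% with TMM.

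Leaving out 1 library at a time, which leaves some groups with 1 library and gives no call for mCherry, gave ranges. The unmodified contrast in pPGK1-tRPS3 ran from −0.0437 to 1.205, modNTN there from 0.27 to 0.96, modNAA there from −0.31 to 0.16, and modNAA in pTSA1-tTSA1 from −0.42 to 0.44. The promoter contrast ran from −0.15 to 1.10 without inserts and from 0.83 to 1.52 with modNTN. Differences between contexts ran from −0.96 to 0.29 (unmodified) and 0.0141 to 0.70 (modNTN) in pPGK1-tRPS3, and from 0.99 to 1.85 for modNAA in pTSA1-tTSA1. Host counts ran from 4 to 107 for modHTH, from 0 to 142 for modNAA and from 0 to 1 for modNTN over 14 fits each. Host counts of the other comparisons stayed within 562 to 696, 2288 to 2462 and 1667 to 2107. The first of these ranges, for the reporters against POT1-ccdB, comes from leaving out the 32 reporter libraries alone. Neither POT1-ccdB library was left out, so that range does not test the POT1-ccdB group. No other result changed direction or moved beyond the spread of replicates.

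Among profiles of control genes over all groups, native RPS3 lost its call with positions of at least 5% (1.10), and native TSA1 reversed to 0.926 with merged sites and 0.894 with mean positions. Within contexts, 1 of 12 control tests passed with merged sites and 1 with mean positions. The cause was not tested. With 2 libraries per construct, the smallest exact p within a context was 0.00952 for 8 libraries.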

Other observations

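Of the tests in this part, the splits of the samples were planned before their results were seen. All others were chosen after the patterns they address had been seen, though the values on AT-rich 3′ ends and on ends by distance for TSA1 were not known then.

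Replicates differed in mCherry and plasmid URA3 together. Over the 14 constructs with 2 libraries, the difference between replicates in log2 mCherry CPM followed that in log2 URA3 CPM, with Pearson's r 0.960 (permutation p 3e-05, adjusted p 0.00018) and Spearman's rho 0.635 (permutation p 0.0164, adjusted p 0.0982) among 6 relations computed. Without the 2 constructs farthest on the mCherry axis, r was 0.869. Library depth does not account for it, with r 0.0283 between mCherry and total count (permutation p 0.923, rho −0.07, permutation p 0.8197), nor does the residual component, with r −0.13 (permutation p 0.652, rho −0.20, permutation p 0.5003). The amount of plasmid per library remains and may explain the pairs that lay far apart. The ratio to URA3 spread less than mCherry CPM in 8 of 15 constructs, and in 1 of 5 in pTSA1-tTSA1. No biological explanation was tested, and whether plasmids per cell or transcripts per plasmid varied is not decided by these tables.

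A single component took 39.0% of the variance within groups over 3537 genes. Across genes, which are not independent replicates, the slope on it was larger where the lowest GC content of any 50 nt window in the 200 nt after the stop codon was lower (rho −0.466, 3521 genes), while GC of the last 200 nt of the ORF had no such relation (rho −0.03). Among 131 ribosomal protein genes rho was −0.616. A shared programme of these genes would give paralogs similar slopes, but over 56 pairs of paralogs the slopes were unrelated (rho −0.0583), and among the 44 pairs that differ in GC the AT-richer member had the larger slope in 33. Depth does not account for the component either (r −0.00463, permutation p 0.987, rho 0.08, permutation p 0.785 over 14 pairs). PGK1, with 20% GC after its stop codon, had a large slope. The SD between replicates of its 3′ ends within 200 nt was 1.25 on the log2 scale, against 0.62 for its counts outside the 200 nt and 0.36 for ends within 3 nt of position 89, upstream of its main sites. Near position 89 there were only 7 to 49 ends per library, for which counting alone would give an SD of 0.35. A varying level of PGK1 transcript as the whole cause would move all alike, but the slope on the ends inside was 0.432 (SE 0.0595) for the counts outside and 0.0911 (SE 0.0666) for position 89. A varying level stays open as a part of it, since the counts outside moved too. These values are consistent with a loss of reads from AT-rich 3′ ends that differs between libraries, such as from priming or amplification, though the step was not identified.

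Native PGK1 was lower in the pPGK1-tRPS3 context. A lower level of PGK1 transcript as the whole cause would lower counts everywhere in the gene. Averaged over 5 terminators, the log2 difference to pRPS3-tRPS3 was −2.39 (SD 1.22) for ends within 200 nt and −0.31 (SD 0.58) for counts outside. Across genes, the change between these contexts followed the slope on the residual component (rho −0.568). This was not particular to the context, with rho −0.548 for modNAA against modNNN, where 0 genes passed, −0.222 for the reporters against POT1-ccdB, −0.126 for modHTH, −0.0305 for modNTN and −0.00363 for pTSA1-tTSA1. Loss of AT-rich 3′ ends may therefore account for much of the fall of PGK1, and part of the 1969 genes of this comparison and of the changes with modNAA and against POT1-ccdB may have the same source.

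Native TSA1 was lower in the libraries with the unmodified tTSA1 reporter. Against the 4 modified terminators of that context it changed by −0.62 (SE 0.10, edgeR adjusted p 0.00963), the smallest p of 5142 genes, while RPS3 changed by 0.02 (SE 0.14). Loss of AT-rich 3′ ends does not account for it, since genes with larger slopes on the residual component rose between these libraries (rho 0.303 across 3521 genes). The tenth with the largest slopes had a median change of 0.21. Counts of TSA1 outside the 200 nt fell from 134 to 13.6 CPM (exact permutation p 0.0222, the smallest of 45 splits, adjusted p 0.2 over 18 tests). Reads shared with the identical terminator of the reporter are a candidate explanation. It fits the counts outside, whose share fell for the reporter as well, to 1.53% against 7.36% with modNNN, modNTN and modNAA. For ends inside it is undecided, since native TSA1 ends before its most used position changed by −0.47 (SE 0.08), those in the 25 nt from there on by −0.57 (SE 0.09) and those at 131 to 200 nt by −0.59 (SE 0.39, at least 5 counts per library). It would also lower native RPS3 ends far from the stop codon in the libraries with unmodified tRPS3, but ends at 81 to 200 nt changed by −1.10 in pRPS3-tRPS3 (exact permutation p 0.227) and by −0.57 in pPGK1-tRPS3 (exact permutation p 0.622) without separating from the other libraries. RPS3 counts outside the 200 nt changed by −0.16 (exact permutation p 0.121) and 0.0980 (exact permutation p 0.622) in these contexts. With so few libraries no single one of these 18 tests could reach an adjusted p under 0.05 alone. Their p-values therefore decide nothing about RPS3. The sizes say more for counts outside the 200 nt. There TSA1 changed by −3.27 in pTSA1-tTSA1, while the RPS3 changes lay within the pooled SD between replicates of 0.18. These sizes argue against a loss of RPS3 counts outside as large as that of TSA1. For RPS3 ends at 81 to 200 nt the question stays open. The 81 nt boundary was chosen after the profiles had been seen.

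Plasmid URA3 was lower in pTSA1-tTSA1 than in pRPS3-tRPS3, by −1.496 in the fit. TMM scaling does not account for it, since with library totals alone the change was −1.55 (SE 0.13), nor does loss of AT-rich 3′ ends, since the changes of genes between these contexts did not follow their slopes on the residual component (rho −0.00363 across 3521 genes). The tenth with the largest slopes had a median change of −0.0258 here, against −0.60 between pPGK1-tRPS3 and pRPS3-tRPS3. The plasmid's amount or a biological effect of the context remain untested, and ratios to URA3 should not be compared between pTSA1-tTSA1 and the other contexts without this in mind.

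The reporter profile differed between the PGK1 and RPS3 promoters, but 2 of the 4 control genes, native TSA1 and plasmid URA3, differed between the same samples in the test of a difference of whole libraries between contexts. The effect of the promoter and that of the libraries cannot be told apart, since each promoter came with its own libraries.

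Splits of the samples were drawn within terminators for contexts and within contexts for terminators, 100 per comparison with the real one included. For pTSA1-tTSA1 against pRPS3-tRPS3, 1 of the 100 splits of the 22 samples gave as many genes as the real one, and the highest other split gave 2210. For pPGK1-tRPS3 it was 1 of 100 splits, with 770 as the highest other. These splits do not separate the plasmid of a context from a day of growth or preparation that its libraries may share. Against modNNN, 1 of 100 splits of 14 samples gave as many as the 25 genes of modHTH (highest other 7). For modNTN, 12 of 100 gave as many as its 1 gene (highest other 76), so that count is no larger than other groupings give. For modNAA the count is 0 (335 genes had an unadjusted p under 0.05), so 100 of 100 splits reach it by definition. The splits say nothing about that count, and the highest other split gave 644 genes.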
